A study of Homo sapiens with 12 samples.

How the data were processed

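RNA-seq was run on 12 libraries of KELLY cells, an established human neuroblastoma line that carries many copies of MYCN. The labels put them in 3 groups of 4 libraries, named here by group and replicate number: a control oligonucleotide, BPS1 and BPS2. The columns of the BPS2 libraries were matched by sample title, since the description field of these samples holds another name, KPAS, and the column of BPS1 replicate 3 is spelled BSP1. Every BPS2 value rests on that match. Each oligonucleotide was a morpholino, an uncharged antisense molecule, paired with a DNA leash so that a lipid reagent could carry it into cells. Per the labels' protocols, cells were plated for 24 h in medium with 10% serum, moved to 4% serum, transfected with 50 nM of the complexes and lysed after 48 h. Libraries were made from total RNA after ribosomal RNA depletion with a strand-specific kit and read as single 100-base reads. The labels state a mean of 25 M reads per sample.

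The submitters' processing notes name FastQC 0.11.7, Salmon 0.8.2, DESeq2 and the GRCh38 build. The DESeq2 version, the annotation release and the way transcript values were summed to genes are not given in the sources used here. The deposited table holds 1 signal value per gene and library, a normalized count, for 55771 genes. Within each library the low values came in steps, and the commonest step lay between 0.940 and 1.09, with a geometric mean of 1 over the 12 libraries. That step is the value of 1 read in that library. Of the values up to about 20 steps, 67.8% to 71.2% lay within 0.001 of a whole multiple. Among the 20454 genes tested, 23.1% were whole multiples in all 12 libraries. That share was 98.4% among genes with 1 transcript in GENCODE release 29 and 0.426% among genes with 5 or more. Most genes with several transcripts had thus been scaled per gene and library as well. Whole reads were therefore not recovered for the table, and the planned test on read counts was not run.

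Dividing each library's total of 29.6 to 33.3 M by its step gave 29.1 to 31.8 M reads per library, more than the stated mean. It is an estimate, since that quotient is not a read count for the genes scaled per gene and library. The number of genes above 0 was 32064 to 34025. For a row in whole multiples, a 95% exact Poisson interval of the reads covers counting error only, and reads from amplified libraries are not independent molecules. Between replicates, chi-square per gene over rows in whole multiples was 1.82 to 18.5, so no libraries of a group agreed within sampling noise and each was counted once.

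Genes were kept with a value of at least 10 in at least 4 of the 12 libraries. Values were taken as log2(value + 1), and fold changes are on that scale, which understates the change of low genes. One limma fit (limma 3.58.1, R 4.3.3; lmFit, contrasts.fit and eBayes with a mean-variance trend) used all 12 libraries with group as the only term. It gave BPS1 against control, BPS2 against control and BPS2 against BPS1. A gene passed at a two-sided Benjamini-Hochberg adjusted p under 0.05 over the genes tested. Single values such as NEAT1 also had an exact two-sided permutation test over 70 arrangements, whose smallest p is 0.0286. Values are given as mean ± SD with n = 4, and log2 fold changes with the standard error of the fit.

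There were 31 gene lists, fixed before the data were examined. They were tested with limma's camera at a preset correlation between genes of 0.01, and beside it with an estimated correlation and with fry. The genes named were also set by a rule fixed then. It took NEAT1, and for each comparison with control the 10 largest rises and 10 largest falls among genes that passed, had a mean of at least 50 and did not overlap between the groups. For BPS2 against BPS1 it took 5 and 5, and for each list described it allowed up to 4 members with the smallest p. It also took MYCN, NONO, SFPQ and PSPC1. Some genes that the rule takes are left out of the text. Genes named outside the rule are said to be chosen after their values were seen. Positions, transcript GC content and gene types come from GENCODE release 29 on GRCh38, which held 53405 of the 55771 gene identifiers and may not be the release the authors used.

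The alternatives planned were pseudocounts of 0.5 and 5, no filter and a minimum of 50, median-of-ratios and quantile scaling, robust variance estimates, library weights, the replicate number as a block, fits of only the groups compared, a 1.5-fold minimum, and the omission of each library. Added after seeing the data were a correction for a GC trend per library and the omission of control replicate 1 together with BPS1 replicate 4. The fit was tested on simulated data made from these libraries' means and residuals. For BPS1 against control, with 20454 genes, it recovered 58 of 100 genes changed 1.5-fold and 86 of 100 changed 2-fold, with 9 false calls among 153.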

Results

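The series compared total RNA from KELLY neuroblastoma cells given a control, BPS1 or BPS2 morpholino oligonucleotide for 48 h at 50 nM, with 4 libraries per group. The series text puts the question as which transcripts differ once the long NEAT1 transcript, NEAT1_2, and paraspeckles have been raised. The total of the deposited normalized counts divided by the value of 1 read was 29.1 to 31.8 M per library, an estimate of depth that exceeds the mean of 25 M reads stated in the labels. The labels do not say whether the libraries of a group came from separate cultures, so p-values measure the spread between these libraries, which may be technical. BPS1 replicate 4 and control replicate 1 stood apart from the rest. The SD over genes of a library's deviation from the gene's median was 0.594 and 0.471 in these, against 0.377 to 0.425 in the other 10. The deviation rose most with transcript GC content in the same 2 libraries (Spearman's rho across protein-coding genes, which are not independent, of 0.348 and 0.230). It also rose in BPS2 replicates 2, 3 and 4 (0.169, 0.207 and 0.120), and it fell in BPS2 replicate 1 and the other control and BPS1 libraries (−0.219 to −0.0934).

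NEAT1, the long non-coding RNA on which paraspeckles are built, fell with both oligonucleotides, and it fell further with BPS1. The gene (ENSG00000245532) spans chromosome 11 from 65422774 to 65445540 on the plus strand of GRCh38. Its mean normalized count was 6879 ± 264 in control, 2024 ± 420 in BPS1 and 4262 ± 412 in BPS2 (SD, n = 4). The 4 control libraries held 6926, 7021, 7074 and 6494, the BPS1 libraries 2380, 2150, 2150 and 1414, and the BPS2 libraries 4853, 4198, 3912 and 4083. The log2 fold change was −1.79 ± 0.13 in BPS1 (limma adjusted p = 6.00e-06) and −0.69 ± 0.13 in BPS2 (adjusted p = 0.0239). BPS2 lay 1.10 above BPS1 on the log2 scale (adjusted p = 5.67e-04). The groups did not overlap in any of these comparisons, each of which had the smallest exact permutation p of 0.0286. The row was in whole reads in all 12 libraries, and 2515 reads, as in BPS1 replicate 1, carry a 95% Poisson interval of 2418 to 2615. The table has 1 row for the gene, so the short transcript, NEAT1_1, and NEAT1_2 cannot be separated. Release 29 gives the gene 8 transcripts, and tested genes with 5 or more transcripts were rarely in whole reads (0.426%), so whether this row covers both is not known, and it does not check whether NEAT1_2 rose. Of 4 lists fixed as signs of RNA quality, 3, nuclear long non-coding RNAs, mitochondrially encoded genes and ribosomal proteins, were called downward with both oligonucleotides as well (camera adjusted p = 0.00430, 8.78e-06 and 0.00160 in BPS1 and 0.00751, 0.00629 and 0.0136 in BPS2). The other, replication-dependent histones, was not called (adjusted p = 0.911 in BPS1 and 0.0743, pointing upward, in BPS2). None of the downward calls held with an estimated correlation (adjusted p = 0.0577, 0.261 and 0.788, and 0.0534, 0.543 and 0.833). With fry, nuclear long non-coding RNAs were still called downward in both (adjusted p = 5.25e-04 and 0.0141) and mitochondrially encoded genes in BPS1 (0.00903). Fry did not call mitochondrially encoded genes in BPS2 (0.206) or ribosomal proteins in either (0.541 and 0.716). Without control replicate 1 the ribosomal call was lost in both (0.291 and 0.894) and the mitochondrial call in BPS2 (0.0817). In BPS2 the NEAT1 call was lost without any one of the control libraries or of BPS2 replicates 2, 3 and 4 (adjusted p of 0.0514 to 0.0907, log2 fold change between −0.76 and −0.66 over all omissions). It held without BPS2 replicate 1 (0.0320), without BPS1 replicate 4 (2.80e-04) and without any other BPS1 library (0.0203 to 0.0371). Without BPS1 replicate 4 the log2 fold change stayed at −0.69 and its standard error fell from 0.13 to 0.07. With only control and BPS2 in the fit the adjusted p was 0.00166.

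Rows for short RNAs annotated inside the first part of NEAT1 were lower with both oligonucleotides as well. RF01957 (ENSG00000277599, chromosome 11, 65423960 to 65424118) lies 1186 to 1344 bases from the annotated start of NEAT1. It fell from 183 ± 22.0 in control to 22.5 ± 8.25 in BPS1 and 18.0 ± 6.62 in BPS2, a log2 fold change of −3.04 ± 0.29 (adjusted p = 4.94e-05) and −3.33 ± 0.29 (adjusted p = 1.39e-04). The other 2 such rows, chosen after their values were seen, were RF01955, at 42.6, 2.38 and 2.54 in control, BPS1 and BPS2, and RF01956, at 98.2, 10.7 and 8.34. None of the 3 differed between BPS2 and BPS1 (adjusted p of 0.567 to 0.833), while the NEAT1 row did. These RNAs share their sequence with NEAT1, so how reads were divided between the rows is uncertain. The lower rows therefore do not show that RNAs separate from NEAT1 fell.

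**Figure D1:**
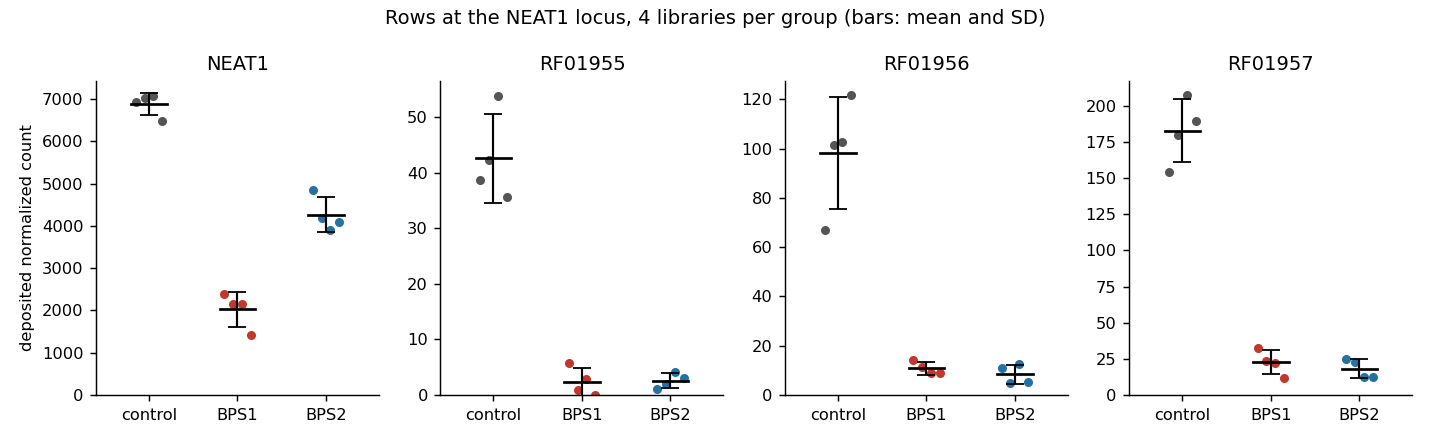
Deposited normalized counts at the NEAT1 locus, 1 point per library, with mean (line) and SD (bar) for control, BPS1 and BPS2 (n = 4 each; the vertical axes start at 0 and differ between panels). NEAT1 averages 6879, 2024 and 4262 in the 3 groups, and RF01957 averages 183, 22.5 and 18.0.

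BPS1 raised genes of the Wnt, Notch, TGF-beta and BMP response lists and single genes that differed between the oligonucleotides, and it lowered genes of sterol synthesis. DDX58, which encodes the RNA sensor RIG-I, rose from 85.3 ± 8.76 to 388 ± 14.5, a log2 fold change of 2.17 ± 0.12 (adjusted p = 4.46e-07). DKK1, a secreted Wnt inhibitor, rose from 907 ± 122 to 3209 ± 424 (1.82 ± 0.12, adjusted p = 1.82e-06). STMN2, a microtubule regulator of growing neurites, fell from 10858 ± 537 to 3235 ± 595 (−1.76 ± 0.10, adjusted p = 6.31e-07). SLC25A13, a mitochondrial aspartate and glutamate carrier, fell from 4271 ± 113 to 1205 ± 113 (−1.83).

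In total 877 genes were higher and 883 lower in BPS1 than in control, 1760 of 20454 tested (limma, adjusted p under 0.05). Of these, 168 rose and 113 fell at least 2-fold. Among the 10 largest rises were also the potassium channel gene KCNT1 (6.60-fold), the complement gene C7 (4.87-fold) and the Notch target HES1 (1.90 on the log2 scale). Others were AC015813.2 (3.46) and AC015813.1 (2.75), which overlap on chromosome 17, AC091544.4 (1.95), AC093155.3 (1.92) and PRKG1-AS1 (1.84). PRKG1-AS1 overlaps the start of DKK1 on the other strand, and the first pair lie on one strand, so their reads may not be assigned cleanly. The largest falls besides NEAT1 and RF01957 were in the proprotein convertase gene PCSK5 (−2.42), the pseudogene KLRA1P (−2.24), the intronic transcript AL163051.2 (−2.04), the 7SL copy RN7SL2 (−1.83), SLC25A13, the complex III assembly factor UQCC2 (−1.79), IQSEC3 (−1.77) and STMN2. RN7SL2 and KLRA1P share sequence with related copies and are uncertain. Without control replicate 2 the total was 1103 and without BPS1 replicate 3 it was 1139, and without both control replicate 1 and BPS1 replicate 4 it was 2772. The call of AC091544.4 was lost without some single libraries (adjusted p up to 0.0778, without BPS1 replicate 3), as was that of RN7SL2 (up to 0.0643, without BPS1 replicate 3).

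Of the 31 gene lists, 12 were called in BPS1, 6 upward and 6 downward (camera). In the TGF-beta and BMP response list 9 of 24 tested members rose and 0 fell (camera adjusted p = 1.50e-04), or 11 and 1 adjusted over the list alone. SMAD6 rose by 1.50, the BMP pseudoreceptor BAMBI by 1.59 and ID1 by 1.45. In the Wnt and Notch list 7 of 23 rose and 0 fell (adjusted p = 5.53e-06), among them DKK1, HES1, HEY1 (0.83) and LGR5 (0.97), or 11 and 0 adjusted over the list alone. In the cholesterol synthesis list 10 of 27 fell and 0 rose (adjusted p = 4.81e-08), including HMGCS1 (−0.65), MSMO1 (−0.59) and the regulator SREBF2 (−0.50), or 15 adjusted over the list alone. These 3 lists were also called with an estimated correlation, each at an adjusted p of 0.0124.

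Other list calls in BPS1 were lost with an estimated correlation. Fry still called 10 of the 12 BPS1 lists, and not ribosomal proteins (adjusted p = 0.541) or MYC and MYCN targets (adjusted p = 0.252). Immediate early genes rose, 8 of 24 with 0 falling, or 10 and 0 adjusted over the list alone (adjusted p = 5.52e-06, and adjusted p = 0.109 with an estimated correlation), with SPRY4 at 1.27, EGR1 at 1.27, DUSP4 at 0.68 and JUN at 0.43. Of the RNA quality lists, nuclear long non-coding RNAs fell, 6 of 20, or 9 adjusted over the list alone (adjusted p = 0.00430, and adjusted p = 0.0577 with an estimated correlation), with MIR17HG at −0.69 and GAS5 at −0.55. Among the adrenergic core regulators, which set the neuroblastoma cell state, 10 of 27 fell and 5 rose, or 13 and 7 adjusted over the list alone (adjusted p = 0.0216, and adjusted p = 0.393 with an estimated correlation). HAND2 fell by 0.56, DDC by 0.90, TFAP2B by 0.44 and EYA1 by 0.60. Mitochondrially encoded genes, also an RNA quality list, fell, 6 of 13, such as MT-CO2 by 0.49 (adjusted p = 8.78e-06, and adjusted p = 0.261 with an estimated correlation). Under quantile scaling that list was no longer called (adjusted p = 0.809). The mitochondrial share of all values was 8.67% ± 0.448 in control, 7.56% ± 0.184 in BPS1 and 8.11% ± 0.125 in BPS2 (exact permutation p = 0.0286 and 0.0571 against control, 0.0343 and 0.0571 after adjustment over 6 tests).

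Smaller shifts in BPS1 were seen in heat shock proteins, of which 4 of 18 rose and 0 fell, HSPA1B by 0.72 and STIP1 by 0.27 (adjusted p = 4.07e-04, and adjusted p = 0.393 with an estimated correlation). In the retinoic acid list 6 of 25 rose and 1 fell (adjusted p = 0.0237, and 0.206 with an estimated correlation), STRA6 by 0.43. In the p53 list 4 of 30 fell and 1 rose (adjusted p = 0.0216, and 0.129 with an estimated correlation), with CDKN1A falling by 0.60 and GDF15 rising by 1.05. Only RPS3 (−0.53) fell among 52 cytosolic ribosomal protein genes, a list called downward at an adjusted p of 0.00160 and not without control replicate 1 (0.291) or with an estimated correlation (adjusted p = 0.788). MYC and MYCN targets were called upward with 1 of 36 rising and 1 falling (adjusted p = 0.0199, and adjusted p = 0.655 with an estimated correlation), but not without BPS1 replicate 4 (0.437). Single libraries also decided the calls of the adrenergic list (0.0561 without BPS1 replicate 2), the retinoic acid list (0.0598 without control replicate 3), the p53 list (0.0507 without BPS1 replicate 1), RPS3 (0.0670 without BPS1 replicate 3) and GDF15 (0.103 without control replicate 3).

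BPS2 changed fewer genes, and most of them rose. C7 rose from 19.7 ± 4.77 to 133 ± 29.3, a log2 fold change of 2.70 ± 0.23 (adjusted p = 1.39e-04). DKK1 rose to 2693 ± 243 (1.57 ± 0.12, adjusted p = 1.06e-04), and CRH, the gene of corticotropin-releasing hormone, from 22.0 ± 6.95 to 105 ± 28.4 (2.21 ± 0.31, adjusted p = 0.00396). GDF15, a stress-induced cytokine, rose from 30.2 ± 8.80 to 88.9 ± 8.80 (1.57), and the activity-induced transcription factor NPAS4 from 40.5 ± 15.5 to 106 ± 26.9 (1.39 ± 0.30, adjusted p = 0.0453). PCSK5 fell from 887 ± 336 to 243 ± 73.3 (−1.85 ± 0.33, adjusted p = 0.0143).

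In BPS2, 168 genes were higher and 79 lower than in control, 247 of 20454 tested (limma), with 44 rising and 20 falling at least 2-fold. Other large rises were AC091544.4 (2.50), AC009779.3 (1.61), the chemokine scavenger ACKR3 (1.46) and MAGEH1 (1.38). The largest falls besides RF01957 were IQSEC3 (−1.96), PCSK5, the splicing factor PTBP3 (−1.66), AL050343.1 (−1.27), PIGA (−1.15), PTER (−1.11), ABCC8 (−1.07), LAT (−1.06) and PCDH19 (−1.05). Without both control replicate 1 and BPS1 replicate 4 the total was 1923, and without BPS1 replicate 4 alone it was 535. Without control replicates 2, 3 or 4 it was 126, 124 or 155, and without BPS2 replicates 1 to 4 it was 151, 125, 113 or 120. Leaving out 1 library ended several calls, with the highest adjusted p at 0.154 for NPAS4 (without BPS2 replicate 4), 0.136 for ABCC8 and 0.0588 for ACKR3 (BPS2 replicate 2), 0.0938 for AC091544.4 and 0.0574 for PIGA (control replicate 3), and, without BPS2 replicate 3, 0.0744 for PTBP3, 0.0710 for GDF15, 0.0563 for PCDH19 and 0.0519 for PCSK5. IQSEC3 and TNF have identifiers with no position in release 29.

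Of the lists, 12 were called in BPS2, 9 upward and 3 downward. Immediate early genes rose, 7 of 24 with 0 falling, or 13 and 1 adjusted over the list alone (camera adjusted p = 2.27e-11), with EGR1 at 1.21, SPRY4 at 0.88, DUSP4 at 0.68 and JUN at 0.64. In the NF-kB and inflammatory list 4 of 14 rose and 0 fell, or 7 and 0 adjusted over the list alone (adjusted p = 7.15e-07), namely ICAM1 (1.65), CCL2 (1.37), IER3 (1.33) and TNF (1.24), all with mean values under 50 in each group. In the Wnt and Notch list 4 of 23 rose and 0 fell, or 8 and 0 adjusted over the list alone (adjusted p = 3.35e-04), with LGR5 at 1.07 and HES1 at 1.28. In the TGF-beta and BMP list 5 of 24 rose and 0 fell, or 7 and 0 adjusted over the list alone (adjusted p = 0.00165), with SMAD6 at 0.92, BAMBI at 0.87, ID1 at 1.29 and ID2 at 0.44. Cholesterol synthesis genes were called upward, with 2 of 27 rising, INSIG1 by 0.36 and CYP51A1 by 0.31, and 0 falling (adjusted p = 6.89e-08), or 12 rising adjusted over the list alone. These 5 lists were called with an estimated correlation too, each at an adjusted p of 0.0209.

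The ATF4 and unfolded protein list was called upward in BPS2 with 3 of 30 rising, among them ATF3 (0.91) and CHAC1 (0.78), and 10 adjusted over the list alone (adjusted p = 5.48e-09, and adjusted p = 0.188 with an estimated correlation). In the retinoic acid list 3 of 25 rose, CRABP2 by 0.77 and STRA6 by 0.44 (adjusted p = 0.0294, and adjusted p = 0.201 with an estimated correlation). Heat shock proteins and S phase genes were called upward with 0 members passing (adjusted p = 7.69e-04 and 0.0225, and adjusted p = 0.379 and 0.661 with an estimated correlation). Downward calls were made for 3 of the 4 RNA quality lists, nuclear long non-coding RNAs (adjusted p = 0.00751, and adjusted p = 0.0534 with an estimated correlation), mitochondrially encoded genes (adjusted p = 0.00629, and 0.543 with an estimated correlation) and ribosomal proteins (adjusted p = 0.0136, and 0.833 with an estimated correlation). Of these lists 2 mitochondrial genes, such as MT-ND5 (−0.51), and 0 members of the others passed. The mitochondrial call was lost without control replicate 1 (0.0817), as was the ribosomal call (0.894). Omissions also ended the S phase call (up to 0.141, without control replicate 4), the retinoic acid call (up to 0.0683, without control replicate 2), and, without BPS2 replicate 3, the calls of TNF (0.119), CHAC1 (0.149), CCL2 (0.0743), IER3 (0.0639), CYP51A1 (0.110), DUSP4 (0.0586) and EGR1 (0.0511). Those of ICAM1 and ID2 were lost without control replicate 3 (0.0871) and BPS2 replicate 4 (0.0617).

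Genes that moved with both oligonucleotides outnumbered what independent lists would share. Of the genes that passed, 118 rose and 57 fell with both, against 7.20 and 3.41 for independent lists of these sizes. Shared rises included DKK1, C7, HES1, ID1, SMAD6, BAMBI, SPRY4, MAGEH1, the granins SCG2 (1.07 in BPS1 and 1.00 in BPS2) and VGF (1.41 and 1.15), RET (0.78 and 0.62) and the semaphorin receptors PLXNA2 (1.64 and 0.93) and PLXNA4 (1.09 and 1.10). Shared falls included NEAT1, RF01957, PCSK5, IQSEC3, PIGA, PTER, PCDH19, STMN2 (−1.76 and −0.71), TFAP2B (−0.44 and −0.40) and EYA1 (−0.60 and −0.62). Both comparisons used the same controls. In 100 simulations of unchanged groups the most that were shared was 0. With no gene changed hardly any can pass in either comparison, so that count cannot show how many shared genes come from the common controls. With the controls split into separate pairs, 35 to 66 genes passed in both (median 53.5 over 6 splits, in which 721 to 980 and 50 to 110 genes passed). The correlation of log2 fold changes across genes, which are not independent replicates, was 0.523, against a simulated median of 0.559 and 0.109 to 0.227 with split controls. The covariance was 0.0729 against a simulated median of 0.0411, a difference of 0.0318 within the simulated range, whose highest value was 0.149. The total of 175 shared genes became 673 without both control replicate 1 and BPS1 replicate 4. It was 303 without BPS1 replicate 4, 89, 85 and 110 without control replicates 2, 3 and 4, and 109, 94, 89 and 90 without BPS2 replicates 1 to 4.

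**Figure D2:**
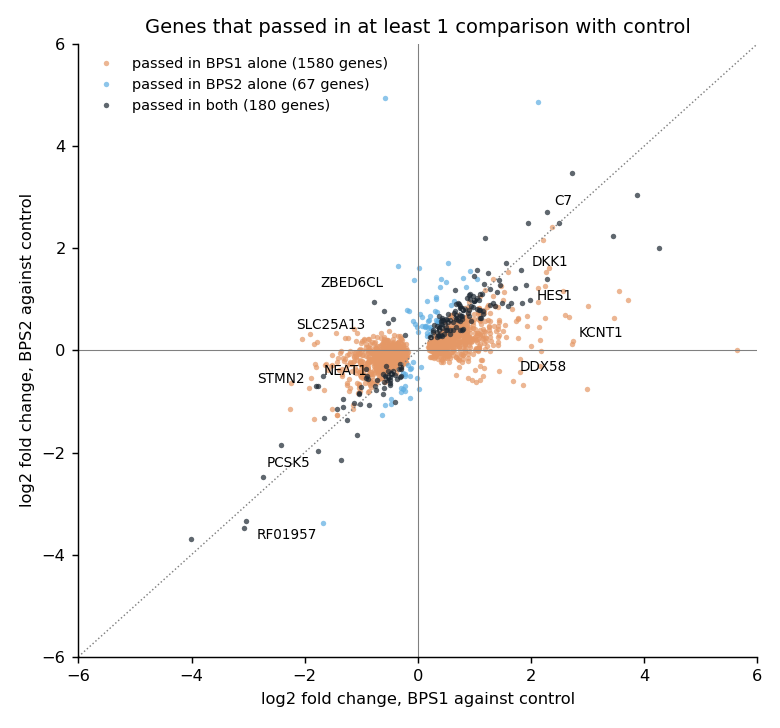
Log2 fold change against control in BPS1 (horizontal axis) and BPS2 (vertical axis) for each gene that passed in at least 1 of these comparisons, with the dotted line at equal change. It shows 1580 genes that passed in BPS1 alone, 67 in BPS2 alone and 180 in both. DKK1 and C7 lie near the line, and DDX58, KCNT1 and SLC25A13 lie near the horizontal axis.

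The oligonucleotides also differed from each other. The cholesterol synthesis list was called downward with BPS1 (10 of 27 members fell) and upward with BPS2 (2 of 27 rose), and DDX58, SLC25A13 and UQCC2 differed from control with BPS1 and not with BPS2. In the direct comparison 470 genes were higher and 333 lower in BPS2 than in BPS1, 803 of 20454 tested (limma), of which 61 and 73 differed at least 2-fold. DDX58 stood at 85.2 ± 11.4 in BPS2 against 388 ± 14.5 in BPS1 (−2.18 ± 0.12, adjusted p = 5.40e-07). SLC25A13 stood at 4692 ± 297 against 1205 ± 113 (1.96 ± 0.08, adjusted p = 1.93e-08) and UQCC2 at 1862 ± 111 against 480 ± 38.4 (1.95). AC015813.2 (−2.82), AC015813.1 (−2.56), KCNT1 (−2.60) and FAM182A (−1.99) were also lower in BPS2, and AL163051.2 (2.27), TMEM56 (2.02) and ZBED6CL (1.72) were higher. Of the 1760 genes that passed in BPS1, 577 also passed in the direct comparison.

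**Figure D3:**
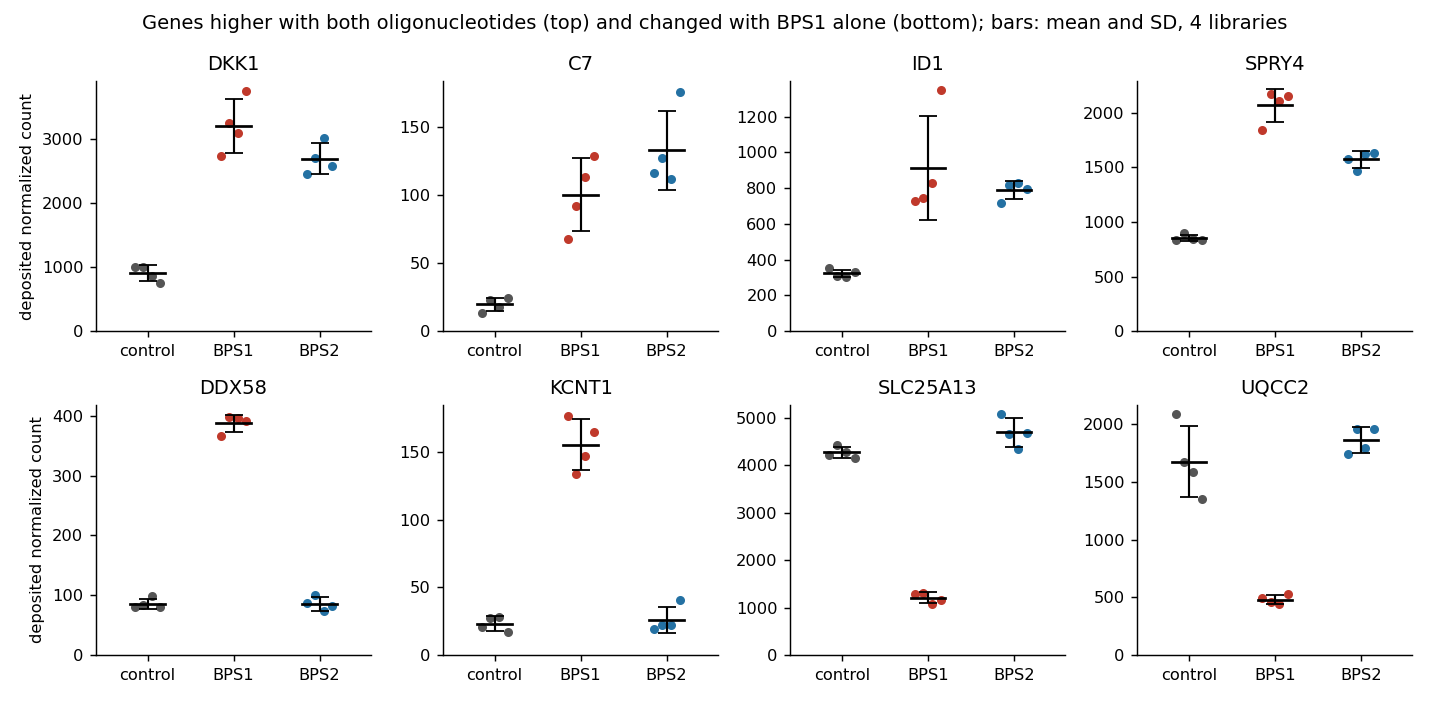
Deposited normalized counts of 8 genes, 1 point per library, with mean (line) and SD (bar) for control, BPS1 and BPS2 (n = 4 each; the vertical axes start at 0). DKK1, C7, ID1 and SPRY4 are higher than control with both oligonucleotides, while DDX58 averages 85.3, 388 and 85.2 and SLC25A13 averages 4271, 1205 and 4692.

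In the direct comparison 13 of 27 cholesterol synthesis genes were higher in BPS2 than in BPS1 and 0 lower, or 20 adjusted over the list alone (camera adjusted p = 9.94e-23, and 8.15e-04 with an estimated correlation). HMGCS1 differed by 0.99, MSMO1 by 0.85 and SREBF2 by 0.61 on the log2 scale. The p53 list was also higher in BPS2 in both tests (adjusted p = 8.57e-05 and 0.0234), with 2 of 30 members passing, CDKN1A (0.83) and SESN2 (0.63). Calls lost with an estimated correlation were ATF4 and unfolded protein genes, with 4 of 30 higher, such as SLC7A11 (1.16) (adjusted p = 8.57e-05, and 0.609), and NF-kB genes, with 2 of 14 higher, ICAM1 (1.99) and CCL2 (1.43) (adjusted p = 0.00709, and 0.151). The same held for Wnt and Notch genes, with 2 of 23 lower (adjusted p = 0.0258, and 0.151), mitochondrially encoded genes, with 2 of 13 higher (0.0271, and 0.609), and MYC and MYCN targets, with 1 of 36 higher and 1 lower (0.0402, and 0.778). In all, 7 lists were called, and 11 were without both control replicate 1 and BPS1 replicate 4. Omissions ended the calls of the MYC list (0.733 without BPS1 replicate 4), the mitochondrial list (0.107 without BPS1 replicate 1), the Wnt and Notch list (0.0612 without BPS1 replicate 4) and the NF-kB list (0.0581 without BPS2 replicate 2). The 803 genes became 3498 without both of the libraries that stood apart, 1756 without BPS1 replicate 4, 490 and 471 without BPS1 replicates 2 and 3, and 509, 481, 488 and 475 without BPS2 replicates 1 to 4.

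**Figure D4:**
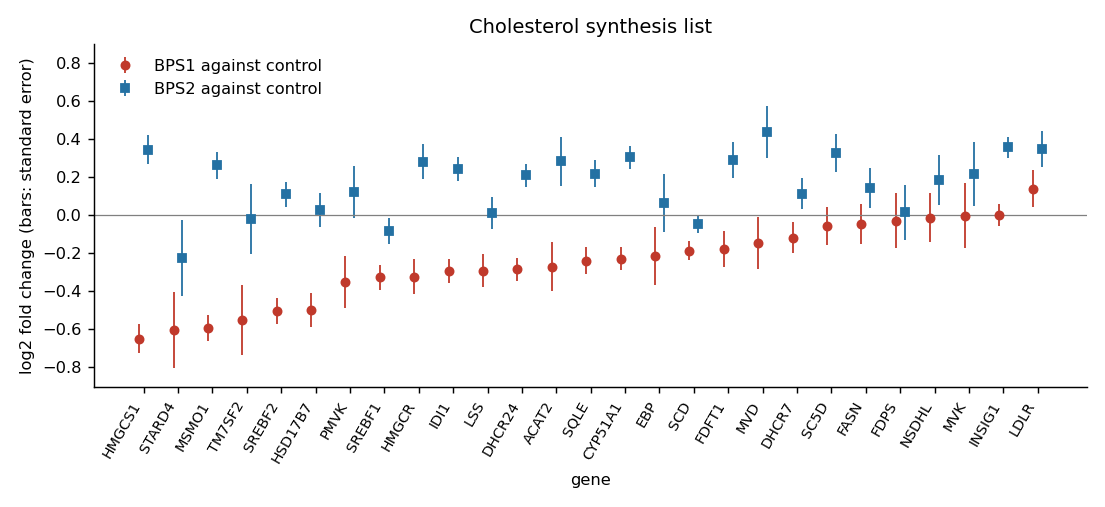
Log2 fold change against control, with standard error, of the 27 tested genes of the cholesterol synthesis list in BPS1 (circles) and BPS2 (squares), in order of the BPS1 value. In BPS1, 10 fell, with HMGCS1 at −0.65, and in BPS2, 2 rose, INSIG1 at 0.36 and CYP51A1 at 0.31.

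Paraspeckle protein genes did not move as a list. In BPS1, 2 of 32 rose and 3 fell (camera adjusted p = 0.970), with PSPC1 rising by 0.43 ± 0.08 while RBM3 fell by 0.34. In BPS2, 1 fell, HNRNPA1 by 0.22, and 0 rose (adjusted p = 0.460). NONO (−0.13 and −0.06) and SFPQ (−0.13 and −0.03) did not pass in either, nor did PSPC1 (0.28, adjusted p = 0.127) in BPS2. The NONO and SFPQ changes in BPS1 were made smaller by BPS1 replicate 4. NONO stood at 20288, 20207 and 20113 in BPS1 replicates 1 to 3, below the lowest control value of 22626, and at 24421 in replicate 4. SFPQ stood at 21745, 21073 and 21733, below the lowest control value of 23689, and at 25189 in replicate 4. The HNRNPA1 call was lost in 11 of the 12 omissions of a library (adjusted p up to 0.168, without control replicate 2). MYCN stood at 86629 ± 5124 in control, 76172 ± 7570 in BPS1 and 85224 ± 2379 in BPS2 and did not pass (−0.19, adjusted p = 0.115, and −0.02, adjusted p = 0.942, the latter 0.08 under quantile scaling and 0.01 without control replicate 1).

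Neuronal differentiation markers moved in both directions. In BPS1, 6 of 36 rose and 5 fell, or 8 and 10 adjusted over the list alone (camera adjusted p = 0.940), and in BPS2, 3 rose and 2 fell (adjusted p = 0.794), with VGF, SCG2 and RET among the rises and STMN2 among the falls in both. Among axon guidance genes 3 of 38 rose and 2 fell in BPS1 and 3 rose and 1 fell in BPS2 (adjusted p = 0.154 and 0.696), with PLXNA2, PLXNA4 and UNC5B (0.77 and 0.40) rising and EPHB3 (−0.61 and −0.46) falling in both, EPHB3 in BPS2 not without BPS2 replicate 3 (0.0846). In the interferon list DDX58 was the 1 member of 24 that rose in BPS1, while 3 fell, STAT2 by 1.01 among them (adjusted p = 0.410), and 0 passed in BPS2 (adjusted p = 0.545). Among synaptic transmission genes 5 of 40 fell in BPS1, such as CACNA2D2 (−0.74) and GRIA2 (−1.04), and 2 rose (adjusted p = 0.324).

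In all, 16 lists were called in no comparison (adjusted p of 0.0743 to 0.992). Besides the lists of paraspeckle proteins, neuronal differentiation, axon guidance, interferon response and synaptic transmission, these were NEAT1 neighbours, mesenchymal state, G2 and M phase, hypoxia, nuclear oxidative phosphorylation genes, histones, extracellular matrix, and markers of Schwann and glial, fibroblast and endothelial, blood and immune, and epithelial cells. Among the NEAT1 neighbours MALAT1 fell in BPS1 from 8426 ± 3866 to 4328 ± 426 (−0.87, adjusted p = 0.0255), and its value in control replicate 1, 14124, was the highest of the 12. In BPS2, MALAT1 stood at 5096 ± 470 (−0.63, adjusted p = 0.245). The other control libraries held 6917, 7150 and 5515, so control replicate 1 enlarged the MALAT1 change in both comparisons. Without BPS1 replicate 3 the MALAT1 call in BPS1 was lost (0.0615).

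**Figure D5:**
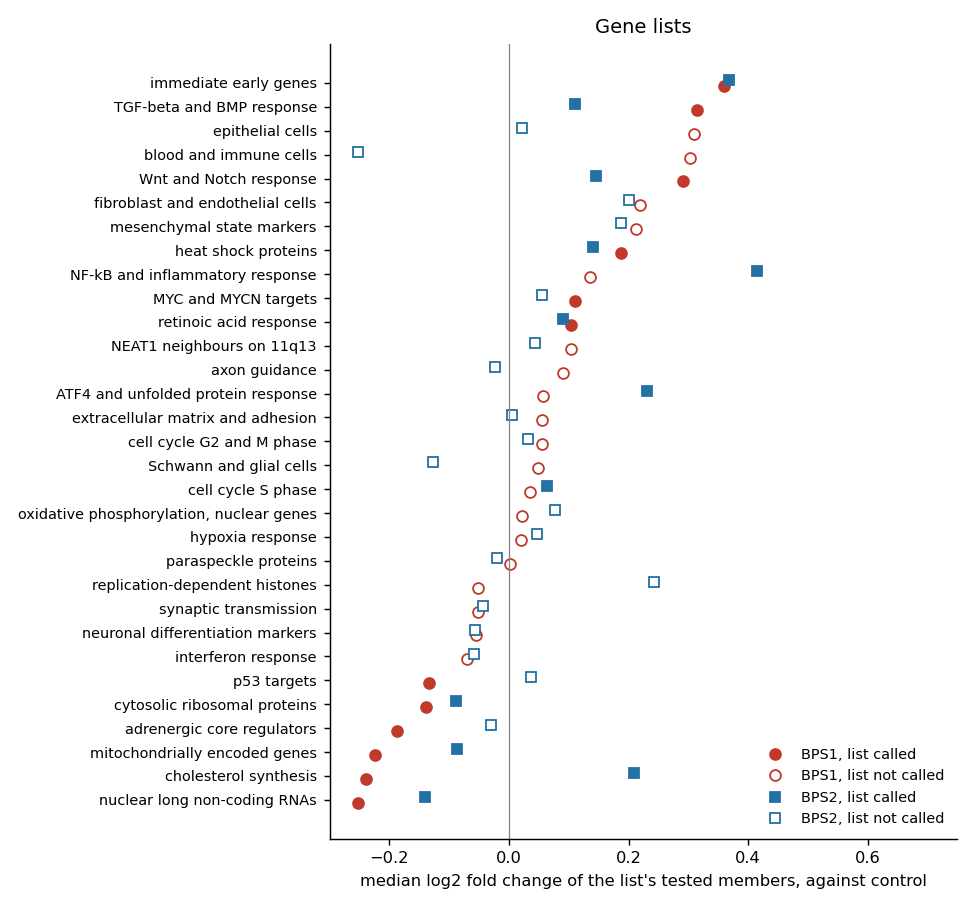
Median log2 fold change against control of the tested members of each of the 31 gene lists, for BPS1 (circles) and BPS2 (squares), with filled symbols for lists called by camera. The cholesterol synthesis list lies at −0.239 in BPS1 and 0.209 in BPS2, and immediate early genes lie at 0.359 and 0.368.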

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

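The tests of NEAT1's scaling and of its transcripts were chosen after the result was seen, as was the check of how single members spread in the test for other cell types. In each group of 4, a library was singled out when its gap to the nearest other library as a share of the group's range exceeded Dixon's 95% critical value, on the log2 scale for genes. Of 300 groups tested, 33 did so, where chance gives about 1 in 20, or 15. BPS1 replicate 4 accounted for 14 of the 33.

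In BPS1 replicate 4 the value was farthest above the others, by that ratio, for NONO (0.955), HNRNPA1 (0.940), RPS3 (0.939), MT-CO2 (0.937), INSIG1 (0.904), ZBED6CL (0.902), SMAD6 (0.885), GAS5 (0.868) and BAMBI (0.861), and below them for NORAD (0.869), TMEM56 (0.844) and PTBP3 (0.837). The same library stood out in the SD of deviations over genes (0.885) and in their trend with GC content (0.867). In BPS1 replicate 1, EGR1 (0.981) and SPRY4 (0.834) were low. Among the control libraries, replicate 2 was high for SPRY4 (0.901), ICAM1 (0.895), ATF3 (0.890), CYP51A1 (0.871) and NONO (0.836), and replicate 1 was high for MT-ND5 (0.931) and SESN2 (0.930) and low for NORAD (0.903) and HMGCS1 (0.831). Control replicate 3 was low for IQSEC3 (0.931) and high for VGF (0.841), and control replicate 4 was high for LGR5 (0.871) and lowest in estimated reads (0.851). In BPS2, replicate 1 was high for TFAP2B (0.935) and SREBF2 (0.843), replicate 3 was high for HSPA1B (0.847) and replicate 4 was low for IER3 (0.843).

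Some genes moved in opposite directions with the oligonucleotides, lower with BPS1 and higher with BPS2 than in control, and were named after their values were seen. The direct test of BPS2 against BPS1 gave an adjusted p of 3.81e-07 for ZBED6CL (829, 488 and 1600 in control, BPS1 and BPS2), 4.95e-05 for ADAT2 (1036, 692 and 1757), 1.66e-04 for IGFN1 (235, 162 and 341), 3.20e-04 for CYP51A1 (3601, 3073 and 4450) and 3.24e-04 for GPX3 (624, 467 and 950). These p-values add no support, since genes chosen for opposite calls differ directly by that choice (5 of 5 did). The cholesterol synthesis list was called in opposite directions too (direct adjusted p = 9.94e-23). The calls against control of CYP51A1, GPX3 and, in BPS2, IGFN1 were lost without some single libraries. Their highest adjusted p was 0.111 in BPS1 (without control replicate 2) and 0.110 in BPS2 (without BPS2 replicate 3) for CYP51A1. It was 0.0983 (without BPS1 replicate 2) and 0.0941 (without control replicate 2) for GPX3, and 0.139 (without BPS2 replicate 3) for IGFN1.

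The first pattern is the lower NEAT1 row with both oligonucleotides. A scaling by transcript length is argued against, since the row was in whole reads in 12 of 12 libraries, although only 0.426% of genes with 5 or more transcripts were and NEAT1 has 8, and so is the libraries' GC trend as the whole cause, since the BPS1 call had an adjusted p of 3.34e-06 after the GC correction. What stays open is which transcript lost reads: there is 1 row for the gene, so fewer reads on the short transcript and fewer on both cannot be told apart, and the row may not cover both. Lower RNA quality was not tested as a cause, and 3 of the 4 lists fixed as its signs were called downward in both groups, while histones were called in neither. None of those downward calls held with an estimated correlation (camera adjusted p of 0.0534 to 0.833). Fry kept the call of nuclear long non-coding RNAs in both groups (adjusted p = 5.25e-04 and 0.0141). It kept that of mitochondrially encoded genes in BPS1 only (0.00903) and lost that of ribosomal proteins in both.

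The second pattern is that BPS1 replicate 4 lay apart from the other BPS1 libraries. Its GC trend was not the whole cause, since the SD of its deviations was 0.662 before and 0.637 after the correction, against at most 0.440 in the others. A stronger response is argued against, since the slope of its changes on those of the other 3 was 0.816, within the 0.738 to 0.881 of those libraries. RNA of another cell type cannot be told apart from other causes: the fibroblast and endothelial markers had the highest median deviation of 4 lists, 0.438, with DCN at 195 against 49.7 and COL3A1 at 405 against 138, but PDGFRB at 2620 against 2521 and COL1A1 at 870 against 862. All 15 tested markers of that list also had reads in the other BPS1 libraries, with means from 3.76 for CDH5 to 2521 for PDGFRB. Whether those reads came from KELLY cells was not tested, so RNA of another cell type stays open.

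For the third pattern, the genes that differed between BPS2 and BPS1, the GC trend is argued against, since 738 of the 803 genes were still called in the same direction after the correction. Scaling by transcript length is argued against too, since genes in whole reads were called 0.92 times as often as the rest (3.68 and 4.00 per 100 tested). That ratio is below 1 because genes in whole reads are mostly low: within each of 5 ranges of abundance they were called more often, from 1.39 against 0.950 to 12.9 against 5.18 per 100. A single response of different size is argued against, since at the best ratio of the BPS2 to the BPS1 change, 0.3, 149 genes still departed from it. An effect of each oligonucleotide's own sequence on other transcripts stays open as a hypothesis; it was not tested, since the sequences are not given in the sources used here.

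Other divisions of the libraries into groups of these sizes were also tested. For BPS1 against control, 1 of 35 splits, the real one, gave as many genes (1760, highest other 3), and the same held for BPS2 against control (1 of 35, 247, highest other 2), for BPS2 against BPS1 (1 of 35, 803, highest other 1) and for genes shared by both oligonucleotides (1 of 100 drawn, 175, highest other 1), so chance is excluded for these. For lists called in BPS2, 1 of 35 splits, the real one, gave as many (12, highest other 11). That share excludes chance only by a margin of 1 list, and leaving out a library gave 10 to 13 lists and an estimated correlation 5, so little rests on it. Chance cannot be excluded for the number of lists called in BPS1 (3 of 35 splits, 12 in the real one, highest other 12) or in the direct comparison (8 of 35, 7 in the real one, highest other 10).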

How the results depend on the processing

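The omission of control replicate 1 with BPS1 replicate 4 and the GC correction were chosen after seeing the data. The planned test on read counts with edgeR and DESeq2 was not run, since whole reads were not recovered for most genes. NEAT1 kept its direction and its side of the threshold in 36 of 36 other settings over the 3 comparisons and in 29 of 36 omissions of a library. The exceptions were in BPS2, where the log2 fold change ranged from −0.76 to −0.66 over the omissions.

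Numbers of genes in BPS1, in BPS2, in the direct comparison and in both oligonucleotides were 1760, 247, 803 and 175. With library weights, which give less weight to libraries far from their group, they were 3382, 1296, 3626 and 643, and without both control replicate 1 and BPS1 replicate 4 they were 2772, 1923, 3498 and 673. With a fold of at least 1.5 they were 770, 155, 389 and 100, by construction. With only the compared groups in the fit BPS1 had 907 and the direct comparison 542, while BPS2 had 328. With no filter 116 were shared, with 44355 genes tested. Except for the fold minimum, the cause was not tested. Leaving out 1 library gave 1103 to 2359, 113 to 535, 471 to 1756 and 85 to 303. The 535 genes in BPS2 came without BPS1 replicate 4, which enters that comparison only through the spread and the gene filter of the shared fit. There the log2 fold change of NEAT1 stayed at −0.69 and its standard error fell from 0.13 to 0.07. With the replicate block the counts were 1067, 118, 447 and 83. The numbers do not pair the libraries: the 12 pairs with the same number in different groups had a median correlation of deviations of −0.0152 (−0.272 to 0.103), and 0 of 12 libraries correlated best with their own number.

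Lists called fell from 12, 12 and 7 to 3, 5 and 2 with an estimated correlation, and the direct comparison had 11 without both doubtful libraries. With fry 12, 9 and 6 lists were called, of which 10, 8 and 5 were also called in the main test. Leaving out 1 library gave 10 to 13, 10 to 13 and 5 to 10. In BPS2 the mitochondrial list reversed under quantile scaling (adjusted p = 0.860). The ribosomal list reversed without control replicate 1 (0.894, lowest over the omissions 2.93e-05) and without both doubtful libraries (0.817). MYCN in BPS2, not called, was at 0.0794 under quantile scaling and 0.0124 without control replicate 1 or both, with −0.0529 the lowest over the omissions. The causes were not tested. Of the other single-gene values, 2156 of 2249 stayed the same across settings and 2014 of 2248 across omissions, and of single-list values 381 of 434 and 344 of 372. Depth limits what can be seen in genes below 10 normalized counts in most libraries, of which those without 4 libraries at 10 or more were not tested.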

Other observations

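Several abundant genes changed with BPS1 and stayed near the control level with BPS2, and those named here were chosen after their values were seen. Of the genes that passed both in BPS1 against control and in the direct comparison, 352 differed from control by less than 10% in BPS2, and 126 of these were higher in BPS1. CCNI, a cyclin family member, stood at 7748 ± 480 in control, 15644 ± 966 in BPS1 and 7758 ± 273 in BPS2, and GDI2, a regulator of Rab proteins, at 8244 ± 251, 17513 ± 1015 and 8750 ± 252. FASTKD2, a mitochondrial RNA-binding protein, stood at 2048, 4317 and 2130. IDH1, the cytosolic isocitrate dehydrogenase, stood at 3610 ± 188, 1570 ± 108 and 3582 ± 27.4, the ATP synthase subunit gene ATP5MC2 at 8480, 3943 and 8139, and HRK, a BH3-only activator of apoptosis, at 503, 194 and 488. Adjusted p in the direct comparison was 6.27e-07 for IDH1, 6.99e-07 for GDI2 and 1.90e-06 for CCNI. In the other direction, 14 genes that passed in BPS2 and in the direct comparison differed from control by less than 10% in BPS1.

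AC009086.2 (ENSG00000277669, chromosome 16, 29663279 to 29695144) was listed at 0 in all 8 control and BPS2 libraries and stood at 47.3, 27.3, 27.2 and 161 in the BPS1 libraries. It was also chosen after its values were seen.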
